A study of Mus musculus with 9 samples.

How the data were processed

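RNA from sorted cells of mouse bile duct organoids was measured in 9 libraries, per the labels. The organoids came from a single male animal carrying Axin2CreERT2, a tamoxifen-inducible Cre recombinase expressed from the Wnt target gene Axin2, and a tdTomato reporter that Cre switches on. Expansion lasted 2 to 4 days and differentiation 11 days, per the labels' protocols. Dexamethasone at 3 uM and 4-hydroxytamoxifen at 500 nM were present in the last 24 h, with or without R-spondin 1 (Rspo1), a secreted protein that raises Wnt signalling, at 100 ng/ml. The labels place replicates 1, 2 and 3 of each group at passages 5, 6 and 10. Cells were sorted by tdTomato fluorescence, and libraries were made from 100 ng of total RNA and read as single-end 75 bp reads, per the labels' protocols. The labels name expansion medium and Trizol as collection fluids without assigning them to samples.

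Each library's deposited file held raw counts per gene and FPKM values per gene, per the file headers, for 32137 Ensembl mouse gene IDs with names. The aligner, the counting tool, the strand setting, the genome build and the annotation were not stated in the headers or labels. The ratio of count to deposited FPKM had a fixed relation between libraries, which followed a median-of-ratios size factor and not the total count. The FPKM values entered no test. In the column names the third replicate carries the number 4, and it was matched to replicate 3 by its file. The authors also deposited tables for the 3 comparisons with log2 fold changes, standard errors, p-values and adjusted p-values for 15807 genes, which the file names call DESeq2 output. Their design formula was not stated. It was examined by fitting DESeq2 to the raw counts of the same genes in the 6 libraries of each comparison, with and without passage as a term.

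Raw counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were prepared with Python 3.11.15. Genes were kept by edgeR's filterByExpr on the groups (minimum count 10, minimum total count 15), which left 17011 genes. Libraries were scaled by TMM. All 9 libraries entered 1 fit with group as the factor, and each pair of groups was compared by edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the 17011 genes and a threshold of 0.05 on the adjusted p-value. The standard error of a log2 fold change was taken as its size divided by the square root of F. Levels are given as CPM, counts scaled to a common library size, with TMM-scaled library sizes, as mean and SD over 3 libraries. Passage effects were tested with the same tool in a fit of group and passage.

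Total counts per library ranged from 23423979 to 37351448. These totals limit the precision for weakly expressed genes. The mean chi-square per gene between replicates of a group ranged from 57.5 to 528. This mean includes an rRNA locus on chromosome 17 and is not the value of a typical gene. The largest was between Rspo1-positive replicates 1 and 2, with 0.499% and 20.9% of counts at the locus. The smallest was between Rspo1-negative replicates 1 and 3 (2.38% and 1.79%). No named gene had a group with all libraries at or under the floor of 3 counts. The 9 libraries come from a single animal, so the spread between them is that of repeated cultures, not of animals.

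Passage was not in the first model, because the labels state no model. Same-numbered libraries share a passage of the organoid line, per the labels. After removal of the group means, the correlation of log2 CPM was 0.123 to 0.573 in the 9 pairs of libraries of the same passage, all above 0.1, and -0.476 to 0.0826 in the 18 pairs of libraries of different passages. The passage numbers therefore pair the libraries. The fit with passage as a block gave 2247, 6624 and 6039 genes for the 3 comparisons, in the order Rspo1 tdTomato-positive against untreated, Rspo1 tdTomato-positive against Rspo1 tdTomato-negative, and Rspo1 tdTomato-negative against untreated. Blocked values are given beside a named gene or list where they change its call, and beside the number of genes that differ or of shared calls where they move it by more than 1.5 times.

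The 5 gene lists were written before the data were examined, as were the tests, the designs, the named-gene rule and the alternatives, except those said below to have been added. The lists held 35 Wnt target genes, 40 hepatocyte genes, 30 biliary or progenitor genes, 36 proliferation genes and 26 genes of the response to dissociation, of which 25, 19, 29, 36 and 24 were tested. The Wnt target list also held members of the pathway itself, such as Axin1, Porcn, Tcf7l2 and Lgr4. No gene stood in more than 1 list. Lists were tested with limma's camera on log2 CPM (prior count 2, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 15 list tests. Effects are medians of the edgeR log2 fold changes. Named genes are Axin2, any gene of a list, and for each comparison the 6 genes with the largest rise and the 6 with the largest fall among those with an adjusted p-value under 0.05, a mean log2 CPM above 2 and no overlap between the libraries of the compared groups. For passages the rule names the 6 genes with the smallest adjusted p-value and a mean log2 CPM above 2.

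GC content, transcript length, coordinates and exon overlap were taken from the GENCODE M21 annotation of GRCm38, which held 32126 of the 32137 IDs. GENCODE was chosen for this purpose and is not known to be the annotation used by the authors. Genes whose exons overlap those of another gene, and antisense genes, are uncertain because the strand of counting is not stated. Reads shared between near-identical paralogs could have been split in counting. After the data had been seen, a correction for GC content and length was added: for each library a spline trend (5 degrees of freedom for GC content, 3 for log length, fitted on 14117 genes) was removed as an offset, alone or with the passage block. An estimated inter-gene correlation for the list tests was also added after the data had been seen. The alternatives fixed before were DESeq2's size factors, upper-quartile scaling, DESeq2's Wald test, limma-voom, no filter, at least 10 counts in every library, only the 6 libraries of a comparison, the passage block in edgeR and in DESeq2, a minimum absolute log2 fold change of 1, fry for the lists, the Wnt list without Axin2, and leaving out each library in turn. For the group comparisons and the lists, the fits that left out a library had no passage term.

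The procedure was tested on simulated data drawn from the means and library sizes of the real genes. The spread was taken from the fit with passage, and no passage effect was simulated. The recovery below is therefore not the power of the main test, which has no passage term, in the real libraries. Of 200 genes changed by known folds among 16762 tested genes, 194 (97%) were recovered, all 194 in the right direction, with 13 false calls (6.28% of calls). When a GC trend was also simulated in the Rspo1 tdTomato-positive libraries, the uncorrected test made 2110 false calls among 16711 genes and the GC and length offset 11. In the simulated data without a trend, whose changed genes were drawn regardless of the lists, 0 of 15 list tests had an adjusted p-value under 0.05 and 0 had an unadjusted p-value under 0.05. Genes were simulated independently of each other, so this check cannot show how correlation between genes affects the list tests. Comparisons that share a group were set against 20 simulated data sets with unchanged groups.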

Results

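Gene expression was measured by RNA sequencing in 9 libraries of sorted cells from differentiated mouse bile duct organoids of a single animal. The 3 groups, with 3 libraries each, were tdTomato-negative cells of untreated organoids (untreated), tdTomato-negative cells of Rspo1-treated organoids (Rspo1-negative) and tdTomato-positive cells of Rspo1-treated organoids (Rspo1-positive). The reporter marks cells in which Axin2 was expressed while tamoxifen was present. No group held tdTomato-positive cells of untreated organoids. Each group was sampled once at passages 5, 6 and 10. Total counts for passages 5, 6 and 10 were 30879431, 32769578 and 32519783 in the untreated group. They were 37351448, 27535765 and 23423979 in the Rspo1-negative group and 35433896, 31797642 and 35275057 in the Rspo1-positive group. Between 22021 and 24578 genes had a count in a library, and 17011 genes were tested.

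The first principal component of log2 CPM carried 31.3% of the variance. The Rspo1-negative libraries had scores from 28.35 to 66.2 on it, and the other 6 libraries had scores from -37.3 to -4.58. The second component carried 24.1% of the variance, and on it the untreated libraries lay above all Rspo1 libraries, with a lowest score of 21.04 against a highest of 9.62.

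**Figure D1:**
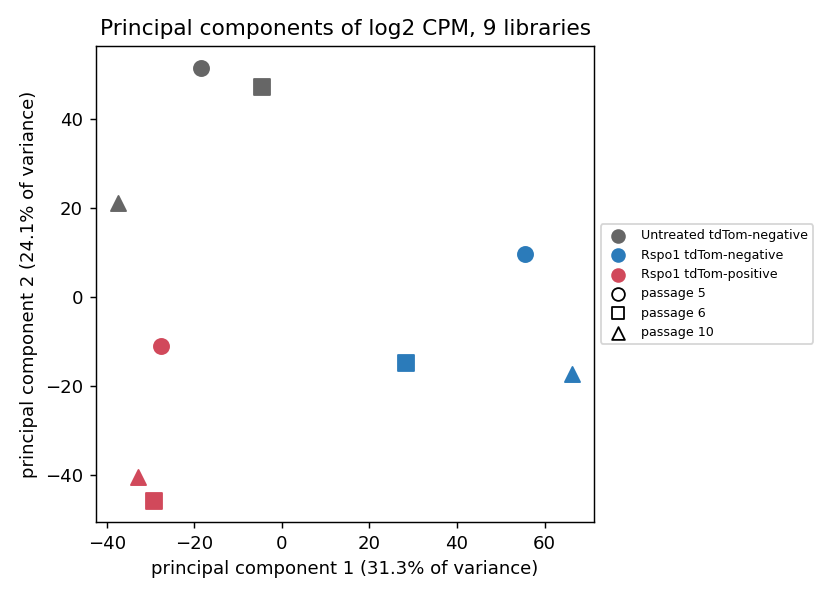
Scores of the 9 libraries on principal components 1 and 2 of log2 CPM, with colour for the group and marker shape for the passage. Component 1 (31.3% of the variance) sets the Rspo1-negative libraries apart from the other 6, and component 2 (24.1%) sets the untreated libraries apart.

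Cells were sorted by a reporter driven by Axin2, so Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783, plus strand, GRCm38) was examined first as a check of the group labels. Its level was 3.01 ± 2.56 CPM (SD, n = 3) in the untreated group. It was 88.7 ± 40.6 CPM (SD, n = 3) in the Rspo1-negative group and 106 ± 42.3 CPM (SD, n = 3) in the Rspo1-positive group. These levels rest on 43, 52 and 207 counts in the untreated libraries and on 1668 to 5521 counts in the Rspo1 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Axin2 was higher in Rspo1-positive than in untreated cells by a log2 fold change of 5.13 (SE 0.61, adjusted p = 0.00131). It was also higher in Rspo1-negative than in untreated cells, by 4.87 (SE 0.60, adjusted p = 0.00115). Over 13 alternatives the first value ranged from 4.76, without Rspo1-positive replicate 3, to 6.11, without untreated replicate 3. The Rspo1-positive and Rspo1-negative groups did not differ detectably in Axin2 (log2 fold change 0.26, SE 0.50, adjusted p = 0.733 by edgeR). This value was -0.06 without Rspo1-negative replicate 1 and -0.11 without Rspo1-positive replicate 3. Of the exon bases of Axin2, 3.80% are shared with the antisense gene Gm11670.

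**Figure D2:**
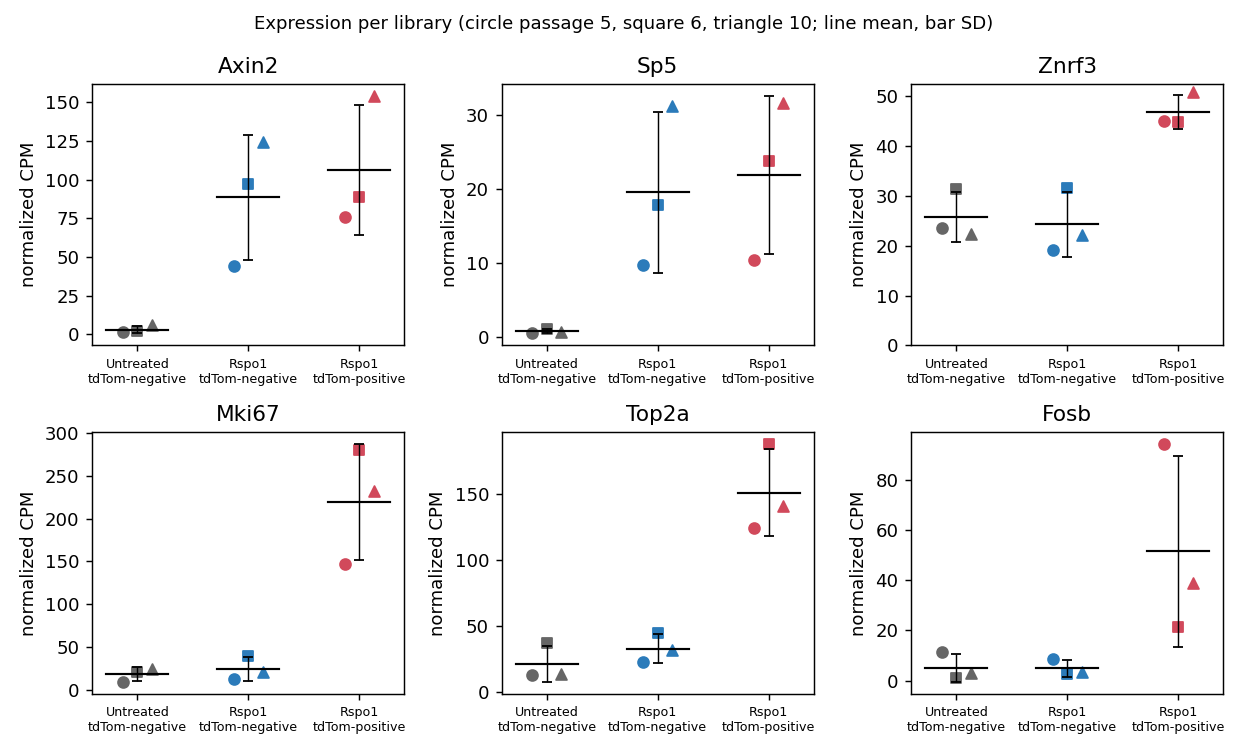
Normalized CPM of 6 genes in each library by group, with marker shape for the passage, a line at the group mean and a bar for the SD (n = 3). Axin2 and Sp5 are high in both Rspo1 groups, while Mki67, Top2a, Znrf3 and Fosb have their highest mean in the Rspo1-positive group.

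The comparison of Rspo1-positive with untreated cells asked what distinguishes cells that responded to Rspo1 from cells of organoids without it; treatment and sorting gate both differ between these groups. By edgeR with Benjamini-Hochberg adjustment, 886 of 17011 genes differed, 523 higher and 363 lower in Rspo1-positive cells. The alternative that moved this count most was the replicate block with the GC and length offset, chosen after the data had been seen, which gave 2978 genes, 1189 of them higher (39.9%). With the replicate block alone 2247 genes differed, 1095 higher and 1152 lower, so that the higher genes made up 48.7% in place of 59.0%. The GC and length offset alone gave 1123 genes, of which 863 were also among the 886. In 3941 genes (23.2%) the values of the compared groups did not overlap, where chance gives 10%.

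After Axin2, the largest rises by the naming rule were those of Col14a1 (log2 fold change 4.96, SE 0.75), Sp5 (4.83, SE 0.56), Iqgap3 (3.67, SE 0.55), Mki67 (3.55, SE 0.46) and Espl1 (3.54, SE 0.51), with adjusted p-values by edgeR from 0.00125 to 0.00362. Sp5 (ENSMUSG00000075304, chromosome 2, 70474923 to 70477729) rose from 0.773 ± 0.299 CPM (SD, n = 3) in untreated to 21.9 ± 10.7 CPM (SD, n = 3) in Rspo1-positive cells. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) rose from 18.8 ± 7.99 CPM (SD, n = 3) to 220 ± 67.3 CPM (SD, n = 3). The largest fall was that of Tff3 (ENSMUSG00000024029, chromosome 17, 31125306 to 31129646), from 563 ± 112 CPM (SD, n = 3) to 32.5 ± 23.1 CPM (SD, n = 3), with a log2 fold change of -4.11 (SE 0.53, adjusted p = 0.00171 by edgeR). Tnxb (-3.24), Ces2a (-2.96), Padi1 (-2.49), Fam3b (-2.47) and Cfhr2 (-2.45) followed. Padi1 shares 32.0% of its exon bases with the gene Gm13032 and had the largest adjusted p-value of these by edgeR, 0.043; with only the 6 libraries of the comparison it was 0.073. Over 13 alternatives the adjusted p-value of Padi1 by edgeR or DESeq2 ranged from 1.46e-07 to 0.192, the largest without Rspo1-positive replicate 2. Without the same library Ces2a had an adjusted p of 0.0526 by edgeR and Cfhr2 0.0563. Cfhr2 also lost its call without Rspo1-positive replicate 1 (adjusted p = 0.0514 by edgeR). Padi1 lost its call in 4 of the 6 fits that left out 1 library, which had no passage term. With all libraries and the replicate block its adjusted p by edgeR was 5.82e-06.

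The comparison of Rspo1-positive with Rspo1-negative cells holds the treatment fixed and asks what goes with expression of the reporter. By edgeR with Benjamini-Hochberg adjustment, 4141 genes differed, 2477 higher (59.8%) and 1664 lower in Rspo1-positive cells. The replicate block gave 6624 genes, 3660 of them higher. With the GC and length offset 1404 genes differed, 609 of them higher (43.4%), and 900 of the 4141 genes were called the same way. A fit with both the replicate block and the offset gave 4094 genes, 45.1% of them higher, and 2052 of the 4141 genes were called the same way. In 7688 genes (45.2%) the groups did not overlap, where chance gives 10%. The largest rises were those of Fosb (log2 fold change 3.39, SE 0.86), Cenpe (3.16, SE 0.52), Mki67 (3.15, SE 0.45), Cenpf (3.11, SE 0.55), Kif20b (2.97, SE 0.37) and Aspm (2.80, SE 0.60). Their adjusted p-values by edgeR ranged from 0.00175 to 0.018. With the GC and length offset the change of Mki67 was 2.46 (adjusted p = 0.0113 by edgeR), and Aspm had 1.99 (adjusted p = 0.0513; range over its 13 alternatives 8.34e-08 to 0.0513), and was called with block and offset together (2.09, adjusted p = 0.000132). The call of Fosb was lost without Rspo1-positive replicate 1 (adjusted p = 0.0655 by edgeR) and without Rspo1-negative replicates 2 (0.0597) or 3 (0.0714). The largest falls were those of Rnf186 (-1.74), Fbxo2 (-1.57), Ass1 (-1.56), Wfdc1 (-1.55), Upk3bl (-1.52) and Gm15396 (-1.49). With the offset alone Rnf186, Fbxo2 and Wfdc1 had adjusted p-values by edgeR of 0.14, 0.116 and 0.164, the largest of their alternatives; the smallest were 3.39e-05, 5.74e-05 and 0.000385. With block and offset together all 3 were called, at -1.41, -1.15 and -1.22 (adjusted p by edgeR 0.00054, 0.00165 and 0.00344). Each lost its call in 4 of the 6 fits that left out 1 library, with adjusted p-values by edgeR of up to 0.129 and 0.0684 for Rnf186 and Fbxo2, both without Rspo1-negative replicate 1, and 0.148 for Wfdc1, without Rspo1-negative replicate 3. Gm15396 is antisense to Napsa and shares 46.1% of its exon bases with it, and Upk3bl may share reads with near-identical paralogs.

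The comparison of Rspo1-negative with untreated cells asked how treatment changed cells without the reporter. By edgeR with Benjamini-Hochberg adjustment, 3724 genes differed, 1361 higher (36.5%) and 2363 lower in Rspo1-negative cells. The replicate block gave 6039 genes, 2643 of them higher. Upper-quartile scaling gave 4070 genes, 49.5% of them higher. The GC and length offset gave 1451 genes, 47.3% of them higher, and 1030 of the 3724 genes were called the same way. Block and offset together gave 3779 genes, 47.0% of them higher, and 1976 of the 3724 genes were called the same way. In 6183 genes (36.3%) the groups did not overlap, where chance gives 10%. After Axin2, the largest rises were those of Sp5 (log2 fold change 4.66, SE 0.56), Col14a1 (3.71, SE 0.71), Sbspon (3.03, SE 0.37), Cdo1 (2.94, SE 0.29) and Pgc (2.90, SE 0.58). Sbspon shares 72.8% of its exon bases with Gm37509. The largest falls were those of Sytl5 (-2.62), Tnxb (-2.60), Tff3 (-2.51), Sytl2 (-2.43), Kdm7a (-2.35) and Onecut2 (-2.34). The adjusted p-values of these 11 genes by edgeR ranged from 0.000993 to 0.0328. The fall of Onecut2 was -1.19 with the GC and length offset (adjusted p = 0.00658 by edgeR), that of Kdm7a was -1.31 (adjusted p = 0.00439), and that of Sytl2 was -2.05 (adjusted p = 0.0924; range over its 13 alternatives 3.46e-06 to 0.101). Sytl2 was called with block and offset together (-2.20, adjusted p = 0.000512 by edgeR). Its call was lost in 5 of the 6 fits that left out 1 library, all but that without untreated replicate 3, with the largest adjusted p without Rspo1-negative replicate 3.

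Fold changes in the comparisons with the Rspo1-negative group varied with the GC content and the length of the transcript. The rank correlation across 14117 genes, which are not independent replicates, was 0.527 between GC content and the log2 fold change of Rspo1-negative against untreated cells. It was -0.535 for Rspo1-positive against Rspo1-negative cells and -0.0117 for Rspo1-positive against untreated cells. The corresponding rank correlations with length were -0.403, 0.424 and 0.0349. Genes in the lowest 20% of GC content (up to 44.1%) had a median log2 fold change of -0.61 in Rspo1-negative against untreated cells, and those in the highest 20% (from 55.7%) had a median of 0.27. The offset brought the 3 rank correlations with GC content to 0.010, -0.0041 and 0.0241.

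**Figure D3:**
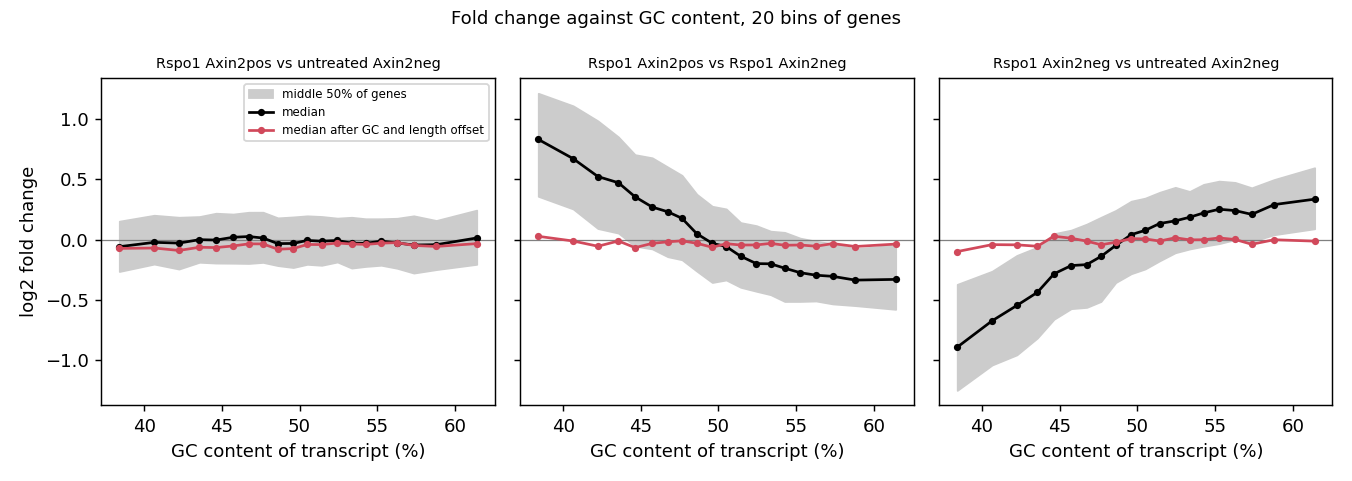
Median log2 fold change in 20 bins of genes by GC content of the transcript (%), one panel per comparison, before (black, with the middle 50% of genes in grey) and after (red) the GC and length offset. The trend is present in both comparisons with the Rspo1-negative group (rank correlations -0.535 and 0.527) and not in the comparison of Rspo1-positive with untreated cells (-0.0117).

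The proliferation list was higher in Rspo1-positive than in untreated cells, with a median log2 fold change of 2.52 and 36 of 36 genes higher (camera, adjusted p = 1.76e-34). It was also higher in Rspo1-positive than in Rspo1-negative cells (median 1.18, 36 of 36 genes higher, camera adjusted p = 6.91e-07) and in Rspo1-negative than in untreated cells (median 1.19, 34 of 36 genes higher, camera adjusted p = 3.59e-09). In the same order, 36, 21 and 27 of the genes were called when adjusted over the list alone, and 33, 15 and 18 over all genes tested by edgeR. Of the proliferation genes, Top2a rose by 2.84 (SE 0.41) in Rspo1-positive against untreated cells and by 2.21 (SE 0.40) against Rspo1-negative cells. Mki67 did not differ detectably between Rspo1-negative and untreated cells (0.39, SE 0.42, adjusted p = 0.549 by edgeR); its value was 1.03 (adjusted p = 0.00068) with the replicate block and the GC and length offset, and -0.11 (adjusted p = 0.87) without Rspo1-negative replicate 2. Top2a in the same comparison had a log2 fold change of 0.64 (SE 0.39, adjusted p = 0.267 by edgeR), 0.73 (adjusted p = 0.0118) with the replicate block, 0.69 (adjusted p = 0.0391) with no filter and 1.32 (adjusted p = 0.00149) with block and offset. It was called without untreated replicate 2 (1.31, adjusted p = 0.0123 by edgeR), and its lowest value was 0.38 without Rspo1-negative replicate 2 (adjusted p = 0.567). Over 13 alternatives the adjusted p-values in this comparison ranged from 0.00068 to 0.913 for Mki67 and from 0.00149 to 0.567 for Top2a, by edgeR or DESeq2.

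The Wnt target list had a median log2 fold change of 0.20 in Rspo1-positive against untreated cells, with 15 of 25 genes higher (camera, adjusted p = 0.0413); without Axin2 the median was 0.15 and the adjusted p 0.0993. In Rspo1-positive against Rspo1-negative cells the median was 0.11, with 14 of 25 genes higher (camera, adjusted p = 0.717), and in Rspo1-negative against untreated cells it was 0.03, with 13 of 25 higher (camera, adjusted p = 0.212). The genes called numbered 11, 5 and 9 when adjusted over the list alone and 8, 5 and 9 over all genes tested. Of the latter, 7, 4 and 6 were higher and the others lower. The list also holds members of the pathway itself, so its small medians do not mean that no Wnt target responded. Lgr5 rose from 0.203 ± 0.153 CPM (SD, n = 3) in untreated cells to 3.26 ± 2.40 CPM (SD, n = 3) in Rspo1-negative and 5.9 ± 4.41 CPM (SD, n = 3) in Rspo1-positive cells. Znrf3 was higher in Rspo1-positive cells than in both other groups, by 0.86 (SE 0.20, adjusted p = 0.0337 by edgeR) against untreated and 0.95 (SE 0.20, adjusted p = 0.00909) against Rspo1-negative cells. Its change in Rspo1-negative against untreated cells was -0.09 (SE 0.20, adjusted p = 0.795 by edgeR), and 0.02 with the GC and length offset. The call of Znrf3 against untreated cells was lost in 5 of the 6 fits that each left out 1 library, all but that without untreated replicate 2, with an adjusted p by edgeR of up to 0.119, without untreated replicate 1. Rnf43 was higher in Rspo1-positive than in untreated cells by 0.78 (adjusted p = 0.032 by edgeR; range over its 13 alternatives 0.00114 to 0.128), and its call was lost in all 6 of these fits. Its adjusted p by edgeR was then 0.0543 without untreated replicate 2 (0.84) to 0.128 without Rspo1-positive replicate 3 (0.64). The fits that left out a library had no passage term. With all libraries and the replicate block, the adjusted p by edgeR against untreated cells was 0.00546 for Rnf43 and 0.00312 for Znrf3.

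The hepatocyte list had 19 of 40 genes tested. Its median log2 fold change was -0.51 in Rspo1-positive against Rspo1-negative cells, with 2 of 19 genes higher (camera, adjusted p = 0.0413). With the GC and length offset this was -0.36 (camera, adjusted p = 0.0944), and with the replicate block and the offset together it was called at -0.36 (camera, adjusted p = 0.0332; range over its 13 alternatives 0.0167 to 0.335). The list did not differ detectably in Rspo1-positive against untreated cells (median -0.29, 6 of 19 higher, camera adjusted p = 0.213) or in Rspo1-negative against untreated cells (median 0.00, 10 of 19 higher, camera adjusted p = 0.40). Adjusted over the list alone, 3, 2 and 4 hepatocyte genes were called in Rspo1-positive against untreated, Rspo1-positive against Rspo1-negative and Rspo1-negative against untreated cells, and 2, 2 and 4 over all genes tested. Alb, the albumin gene, had a log2 fold change of -1.04 (SE 0.31, adjusted p = 0.0942 by edgeR) in Rspo1-positive against untreated cells, and -1.07 (adjusted p = 0.0132) with the replicate block. Against Rspo1-negative cells it had -0.64 (SE 0.31, adjusted p = 0.161 by edgeR), and -0.66 (adjusted p = 0.0482) with the replicate block. Of 13 alternatives, only the replicate block gave a call against Rspo1-negative cells. The block in DESeq2 was not among the 13. The deposited DESeq2 table, reproduced below with passage as a term, also called Alb there (-0.71, adjusted p = 0.00224). With block and offset together Alb had -0.64 there (adjusted p = 0.0594 by edgeR). Over the alternatives the adjusted p-values of Alb by edgeR or DESeq2 ranged from 0.00734 to 0.321 and from 0.0482 to 0.409.

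The biliary or progenitor list had medians of -0.19 (7 of 29 genes higher, camera adjusted p = 0.0993), -0.39 (11 of 29 higher, camera adjusted p = 0.0993) and 0.08 (16 of 29 higher, camera adjusted p = 0.51) in the same order of comparisons. The genes called numbered 9, 13 and 10 when adjusted over the list alone and 4, 11 and 10 over all genes tested. Krt19 fell from 3098 ± 373 CPM (SD, n = 3) in untreated to 1486 ± 125 CPM (SD, n = 3) in Rspo1-positive cells, with a log2 fold change of -1.06 (SE 0.20, adjusted p = 0.0126 by edgeR). This call was lost without Rspo1-positive replicate 2 (-1.05, adjusted p = 0.0648 by edgeR) or 3 (adjusted p = 0.0672; range over its 13 alternatives 7.67e-06 to 0.0672). Its change against Rspo1-negative cells was -0.78 (SE 0.20, adjusted p = 0.0196 by edgeR) and -0.39 (adjusted p = 0.234; range over its 13 alternatives 0.000609 to 0.234) with the GC and length offset, and -0.38 (adjusted p = 0.0797) with block and offset. This call was also lost without Rspo1-negative replicate 1 (-0.57) or any 1 Rspo1-positive library (-0.84, -0.77 and -0.72). In Rspo1-negative against untreated cells Krt19 had -0.28 (SE 0.20, adjusted p = 0.34 by edgeR). Of 13 alternatives, only block and offset together gave a call there (-0.66, adjusted p = 0.00925 by edgeR). Sox9 was higher than in untreated cells in both Rspo1 groups, by 1.31 (SE 0.32, adjusted p = 0.0412 by edgeR) in Rspo1-positive and 1.05 (SE 0.32, adjusted p = 0.0381) in Rspo1-negative cells. With only the 6 libraries of each comparison the adjusted p-values were 0.0519 and 0.0574. Over the alternatives they reached 0.14 without Rspo1-positive replicate 3 and 0.121 without Rspo1-negative replicate 3. Each of these calls was lost in 5 of 13 alternatives. With all libraries and the replicate block both were kept (adjusted p by edgeR 7.78e-05 and 0.000345). In Rspo1-negative cells the call was lost with the GC and length offset (1.08, adjusted p = 0.0601 by edgeR). It was kept there with block and offset together (1.10, adjusted p = 0.000526 by edgeR).

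The dissociation list was not called in any comparison by camera. Its medians were 0.37 (14 of 24 genes higher, adjusted p = 0.0993), 0.30 (16 of 24 higher, adjusted p = 0.408) and 0.02 (12 of 24 higher, adjusted p = 0.473) in the same order. With the GC and length offset the median in Rspo1-positive against Rspo1-negative cells was 0.54, with 18 of 24 genes higher (camera, adjusted p = 0.00657). The genes called numbered 14, 8 and 4 when adjusted over the list alone and 3, 7 and 4 over all genes tested. Fos had a log2 fold change of 1.72 (SE 0.52, adjusted p = 0.0947 by edgeR) in Rspo1-positive against untreated cells, with an adjusted p of 1.94e-05 with the replicate block. Fosb had 3.34 (SE 0.85, adjusted p = 0.0501 by edgeR), with an adjusted p of 1.56e-05 with the replicate block. Over the alternatives the adjusted p-values by edgeR or DESeq2 ranged from 1.00e-05 to 0.29 for Fos and from 5.84e-08 to 0.151 for Fosb. Against Rspo1-negative cells Fos was called at 1.80 (SE 0.52, adjusted p = 0.0307 by edgeR), and at 2.05 with block and offset (adjusted p = 4.29e-05). The former call was lost in 4 of the 6 fits that left out 1 library. The adjusted p by edgeR was then up to 0.118, without Rspo1-positive replicate 1. Of the 5 list calls made by camera, all were also called by fry, and 1 held with an estimated inter-gene correlation, that of the proliferation list in Rspo1-positive against untreated cells (adjusted p = 0.0349).

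**Figure D4:**
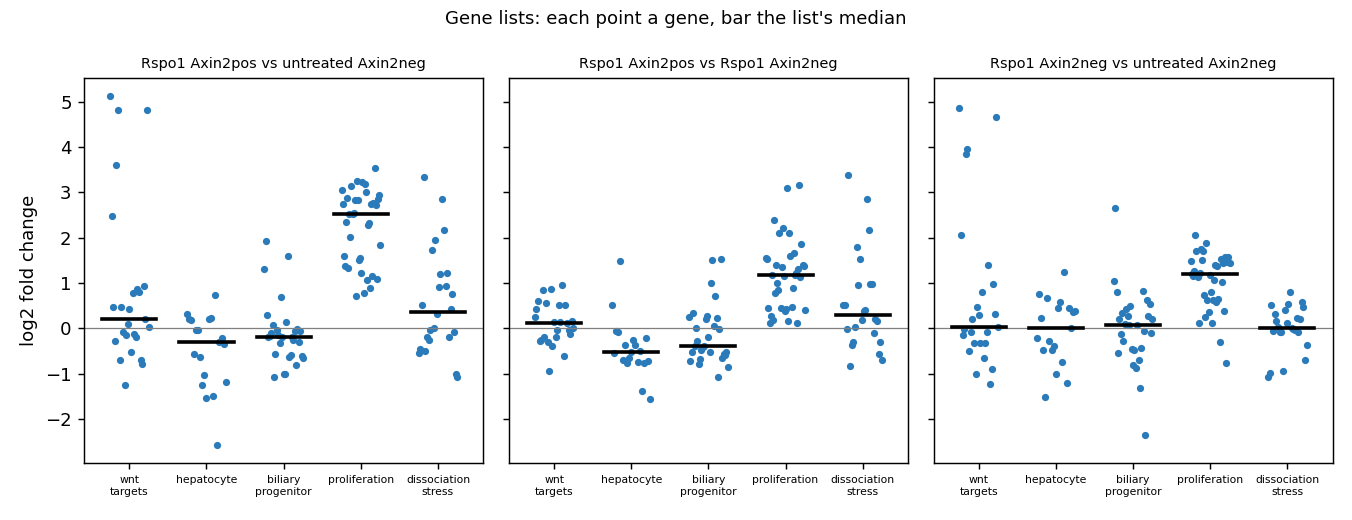
Log2 fold change of each tested gene of the 5 lists in the 3 comparisons, with a bar at the median of the list. The proliferation list has medians of 2.52, 1.18 and 1.19, and the other lists have medians between -0.51 and 0.37.

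The comparisons share groups, so their fold changes are correlated by construction. Rspo1-positive and Rspo1-negative cells, each against untreated cells, had log2 fold changes with a correlation of 0.472 across genes, against 0.50 in 20 simulated data sets of unchanged groups. In these comparisons 418 genes were called in the same direction and 8 in opposite directions, where the simulated sets gave at most 1 gene called in both; with the replicate block the genes numbered 1079 and 74. Rspo1-positive cells against untreated and against Rspo1-negative cells shared 403 calls in the same direction and 15 in opposite directions, with a correlation of 0.439 against a simulated 0.492; with the replicate block the calls numbered 1136 and 105. The comparisons that share the Rspo1-negative group had 2318 calls in opposite directions and 71 in the same direction, with a correlation of -0.58 against a simulated -0.51. With the replicate block 3905 calls were in opposite directions and 255 in the same direction. With the replicate block and the GC and length offset they numbered 1635 and 286. The correlations with block and offset were 0.571, 0.513 and -0.412 for the pairs of comparisons in the order given. Each lay on the other side of its simulated value from the correlation without block and offset.

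The libraries of the organoid line also differed by passage. Each passage was 1 replicate set, so an effect of passage cannot be told apart from other differences between these sets, such as in culture or sorting. With group in the model, 2038 of 17011 genes differed between passages by edgeR with Benjamini-Hochberg adjustment. By pair of passages, 423 genes differed between passages 5 and 6, 1543 between 5 and 10, and 1438 between 6 and 10. Testing all genes with a count gave 3782 genes. The named genes with the smallest adjusted p-values were Psca, Padi2, Cyp26b1, Capg, Foxj1 and Nid1, with adjusted p-values by edgeR from 5.27e-05 to 0.000308. Relative to passage 5, Psca had log2 fold changes of -2.84 at passage 6 and -1.85 at passage 10, and Cyp26b1 had -1.89 and -2.94. Padi2 had log2 fold changes of -0.96 and -2.72, and Nid1 had -1.13 and -2.69. Capg had -1.68 and -0.22, and Foxj1 had 0.52 and -1.25.

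The deposited tables of the authors listed 2190 genes with an adjusted p-value under 0.05 in Rspo1-positive against untreated cells (1026 higher), 6964 in Rspo1-positive against Rspo1-negative cells (3574 higher) and 4269 in Rspo1-negative against untreated cells (1788 higher). Of the 886, 4141 and 3724 genes called by edgeR without passages, 846, 4005 and 3304 were among them. DESeq2 fitted to the 6 libraries of each comparison with passage and group gave 2190, 6964 and 4269 genes, and its log2 fold changes differed from the deposited ones by at most 3e-05. With group alone it gave 1431, 5405 and 3435 genes.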

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

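The splits of the libraries given here were fixed before the results were seen, while the GC and length offset, alone or with the block, and the estimated inter-gene correlation were chosen only after the results had been seen. Under the scalings, the tests and the filters not named below, each count of differing genes stayed within 1.5 times its value. DESeq2's size factors, upper-quartile scaling and the GC and length offset moved the median log2 fold change of all genes by at most 0.08.

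For Rspo1-positive against untreated cells (886 genes), DESeq2's Wald test gave 1506 genes, no filter 1446, the replicate block 2247, the replicate block in DESeq2 2504, and the replicate block with the GC and length offset 2978. For Rspo1-positive against Rspo1-negative cells (4141 genes), the replicate block gave 6624, the replicate block in DESeq2 6629, and the GC and length offset 1404. For Rspo1-negative against untreated cells (3724 genes), the replicate block gave 6039, the replicate block in DESeq2 6117, only the 6 libraries of the comparison 2299, and the GC and length offset 1451. With the replicate block and the offset together the latter comparisons gave 4094 and 3779 genes. A minimum absolute log2 fold change of 1 left 582, 1370 and 1408 genes, by construction fewer. For passages (2038 genes), no filter gave 3782. For the other settings the cause was not tested. The block changed the call of Top2a in Rspo1-negative against untreated cells, of Fos and Fosb in Rspo1-positive against untreated cells and of Alb in both comparisons with Rspo1-positive cells, and it changed no other call among the lists and genes reported.

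Leaving out each library in turn gave 390 to 899 genes for Rspo1-positive against untreated cells, 2061 to 4068 for Rspo1-positive against Rspo1-negative cells and 1800 to 3772 for Rspo1-negative against untreated cells. Counts fell by more than 1.5 times without Rspo1-positive replicate 2 (390) or 3 (518) or untreated replicate 1 (540) in the first comparison. They did so without Rspo1-positive replicates 1 (2061), 2 (2302) or 3 (2428) or Rspo1-negative replicates 1 (2336) or 3 (2194) in the next, and without Rspo1-negative replicates 1 (2205) or 3 (1800) or untreated replicate 1 (2328) in the last. Passages gave 916 to 3690 genes: 916 and 1072 without Rspo1-negative replicates 1 and 3, 920 and 1200 without Rspo1-positive replicates 3 and 1, 1094 and 1025 without untreated replicates 1 and 3, and 3690 without untreated replicate 2. Fewer libraries leave less power, but the cause of the rise to 3690 was not tested.

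Among the 10 splits of the 6 libraries of each comparison into 3 and 3, only the real split, 1 of 10, gave as many genes. The others gave 0 genes each, with 126 to 1941, 24 to 1164 and 52 to 1675 genes at an unadjusted p under 0.05, against 2971, 6416 and 6157 in the real splits. Of the 10, 4 part all 3 passage pairs and 6 part 1 pair. With the replicate block, 1 of the 4 splits that part all pairs gave as many genes in each comparison, and the others gave 0. With 10 splits the share cannot fall under 0.1. For passages, 1 of 36 orders gave as many genes, and the largest other count was 325. For the proliferation list 1, 2 and 2 of the 10 splits gave a camera p-value as small, for the Wnt list in Rspo1-positive against untreated cells 2 of 10, and for the hepatocyte list in Rspo1-positive against Rspo1-negative cells 1 of 10.

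With the estimated inter-gene correlation, 4 of the 5 list calls were lost: the adjusted p was 0.459 for the Wnt list in Rspo1-positive against untreated cells (median 0.20), 0.335 for the hepatocyte list in Rspo1-positive against Rspo1-negative cells (-0.51), and 0.231 for the proliferation list in both comparisons with Rspo1-negative cells (1.18 and 1.19). The larger variance that an estimated correlation brings is by construction. The proliferation list kept its calls under every other alternative run, and in Rspo1-positive against untreated cells under the estimated correlation too, with medians of 2.26 to 3.01, 0.90 to 1.45 and 1.05 to 1.43. In Rspo1-positive against untreated cells the Wnt list lost its call without Axin2 (0.15, adjusted p = 0.0993) and with the replicate block and offset (0.18, adjusted p = 0.0512). Its range over libraries left out was 0.22 to 0.49, with an adjusted p of 0.0525 without Rspo1-positive replicate 3 (0.23). Over all its alternatives the adjusted p ranged from 0.00323 to 0.459. The hepatocyte list in Rspo1-positive against Rspo1-negative cells lost its call with no filter (-0.12, adjusted p = 0.31) and with the offset alone (-0.36, adjusted p = 0.0944; range over its alternatives 0.0167 to 0.335), but not with the block and offset together (-0.36, adjusted p = 0.0332). Its range over libraries left out was -0.51 to -0.39, and the call was lost without Rspo1-positive replicate 3 (-0.51) or Rspo1-negative replicates 2 (-0.51) or 3 (-0.39).

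Other list results crossed the threshold upward or changed direction, and the cause was not tested. With fry, the biliary list was called in Rspo1-positive cells against untreated (-0.19) and against Rspo1-negative cells (-0.39, adjusted p = 0.00816), and the Wnt list in Rspo1-negative against untreated cells (0.032). With no filter, calls were gained by the dissociation list in Rspo1-positive against untreated cells (0.45), the biliary list in Rspo1-positive against Rspo1-negative cells (-0.41) and the Wnt list in Rspo1-negative against untreated cells (0.31). By camera the biliary list in Rspo1-positive against Rspo1-negative cells was -0.20 with the offset (adjusted p = 0.584) and -0.20 with block and offset (adjusted p = 0.384; range over its alternatives 0.00816 to 0.584). The dissociation list in the same comparison was called with the offset (0.54) and with block and offset (0.50). In Rspo1-negative against untreated cells, where the hepatocyte, biliary and dissociation lists were called under no alternative run, the hepatocyte median turned to -0.21 with no filter and -0.025 with the offset. There the biliary median turned to -0.060 with the offset and -0.054 with block and offset, and the dissociation median to -0.15 and -0.10.

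Over libraries left out, the dissociation list ranged from 0.10 to 0.54 in Rspo1-positive against untreated cells and was called without Rspo1-positive replicate 2 (0.54) or untreated replicate 1 (0.52). It ranged from -0.013, without Rspo1-positive replicate 1, to 0.50 against Rspo1-negative cells, and from -0.18 to 0.40 in Rspo1-negative against untreated cells, negative without Rspo1-negative replicate 1 (-0.18) or untreated replicates 2 (-0.08) or 3 (-0.11). The Wnt list ranged from -0.11 to 0.19 in Rspo1-positive against Rspo1-negative cells, negative without Rspo1-positive replicate 3 (-0.11) or Rspo1-negative replicate 1 (-0.08), and from 0.048 to 0.25 in Rspo1-negative against untreated cells, called without Rspo1-negative replicate 1 (0.14). The hepatocyte list ranged from -0.17 to 0.14 in Rspo1-negative against untreated cells, negative without untreated replicate 1 (-0.17) or Rspo1-negative replicate 3 (-0.08). In Rspo1-positive against untreated cells it ranged from -0.55, without Rspo1-positive replicate 2, to -0.07, without untreated replicate 2, was -0.52 without untreated replicate 3, and was never called (lowest adjusted p 0.0541 by camera, without untreated replicate 1).

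Axin2 in Rspo1-positive against Rspo1-negative cells ranged from -0.11 to 0.53 over libraries left out, negative without Rspo1-positive replicate 3 (-0.11) or Rspo1-negative replicate 1 (-0.06), and Sp5 from -0.19 to 0.63. The small change of Znrf3 in Rspo1-negative against untreated cells was 0.018 with the offset and 0.021 with block and offset, and ranged from -0.30 to 0.084 over libraries left out. Mki67 in the same comparison ranged from -0.11, without Rspo1-negative replicate 2, to 0.71. Over 65 results for single genes, the 408 values with a library left out included 55 weaker, 3 stronger and 6 reversed, and the 443 values under other alternatives included 13 weaker, 17 stronger and 2 reversed. The shared calls moved too: 418 became 1079 with the replicate block, 683 with DESeq2's Wald test and 1309 with block and offset, 403 became 1136, 690 and 1257, and 2318 became 3905 with the replicate block. With the block the calls in the other direction rose from 8, 15 and 71 to 74, 105 and 255.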

Other observations

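Of the tests below, those of counts at the rRNA locus and of proliferating cells as sources of the GC trend, of the genes left after the GC and length offset, of the Axin2 levels and of Gm11670 were chosen only after the result was seen.

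The Rspo1-negative libraries had a GC and length trend that the other groups lacked. The rank correlation between GC content and a library's deviation from the mean of all libraries was 0.316 to 0.57 in the 3 Rspo1-negative libraries and -0.462 to -0.16 in the other 6, a sign that the shared mean partly fixes. A difference in sequencing depth was argued against: after every library was thinned to 23423979 counts, the rank correlation of GC content with the log2 fold change of Rspo1-negative against untreated cells was 0.525. Reads at the rRNA locus were argued against, since the Rspo1-positive group had the highest mean share of them (10.5%) and a mean GC correlation of -0.326. Proliferating cells were argued against, since Rspo1-positive against untreated cells, where the proliferation list rose most, had a GC correlation of -0.0117. RNA handling or library preparation remains a candidate explanation, because 1884 tested genes that are not protein coding had the trend as well, with a rank correlation of 0.402. Handling cannot be told apart from a biological effect in these cells, since all 3 libraries of the group have the trend and the labels do not say which samples were collected in medium and which in Trizol.

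The trend was not the whole cause of the differences in the comparisons with Rspo1-negative cells. With the offset, 900 of the 4141 genes in Rspo1-positive against Rspo1-negative cells and 1030 of the 3724 genes in Rspo1-negative against untreated cells were still called the same way, and with the replicate block in the same fit 2052 and 1976. Within the proliferation list, the log2 fold changes of Rspo1-negative against untreated cells had a rank correlation with GC content of 0.512 across 36 genes. It was 0.101 after the offset, a fall that the offset brings by construction and that supports nothing. From the value before the offset, the trend may be a source of the smaller rise of members of lower GC content such as Mki67 (46.6%), whose log2 fold change was 0.39 without and 1.01 with the offset. It was called by edgeR in neither (adjusted p = 0.549 and 0.128). Of its 13 alternatives, only the replicate block and the offset together gave a call (1.03, adjusted p = 0.00068; range over the alternatives 0.00068 to 0.913).

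Axin2 did not differ detectably between the tdTomato-negative and tdTomato-positive cells of treated organoids (log2 fold change 0.26, and 0.41 with block and offset, adjusted p = 0.14 by edgeR; range over its 13 alternatives 0.14 to 0.946): the mean level in Rspo1-negative cells was 83.4% of that in Rspo1-positive cells. Reporter-positive cells among the sorted negative cells would have to make up 82.9% of the Rspo1-negative samples if their other cells were as in untreated organoids. With that share the median log2 difference of the proliferation list between the Rspo1 groups would be 0.22, and it was 1.18, with 34 of 36 genes above their expected difference. Such a mixture is therefore argued against as the whole cause. A Wnt response in cells without recombination of the reporter stays open. The other 6 Wnt targets called higher in Rspo1-positive than in untreated cells (Ascl2, Lgr5, Rnf43, Sp5, Tcf7 and Znrf3) had a median log2 fold change of 3.04 in that comparison and of 0.30 in Rspo1-positive against Rspo1-negative cells, or 0.43 with block and offset. By edgeR, Znrf3 was called higher in Rspo1-positive than in Rspo1-negative cells (0.95), and with block and offset Tcf7 was too (0.70, adjusted p = 0.0263, from 0.43 and 0.459 without), while Sp5 had 0.53 (adjusted p = 0.0621; range over its 13 alternatives 0.0621 to 0.915). Of the 6, 5 were also called higher in Rspo1-negative than in untreated cells, and Znrf3 was the exception. The deposited DESeq2 table also called Lgr5 higher in Rspo1-positive than in Rspo1-negative cells (0.82, adjusted p = 0.00489), but not Rnf43 or Sp5. The calls of Rnf43 and Znrf3 in Rspo1-positive against untreated cells were lost in 6 and 5 of the 6 fits, without a passage term, that each left out 1 library. For Znrf3 only the fit without untreated replicate 2 kept it (1.03). These values are consistent with a Wnt response in treated cells that the reporter did not mark, but do not show that it was as strong as in marked cells. A delay between Axin2 expression and tdTomato protein was not tested.

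Y-linked genes were lower in Rspo1-negative than in untreated cells, although all organoids came from 1 male animal. The median log2 fold change of Ddx3y, Eif2s3y, Kdm5d and Uty was -1.25. With the replicate block and the GC and length offset it was -0.28. The offset brings genes of low GC content towards no change by construction, so this smaller fall supports nothing. The Y-linked genes had GC contents of 35.8% to 43.8%. Without the offset, the 706 genes in the bin of lowest GC content (median 38.4%) had a median log2 fold change of -0.89. The trend is therefore a candidate explanation for part of the fall of the Y-linked genes. The X-linked paralogs Ddx3x, Eif2s3x, Kdm5c and Kdm6a had a median of -0.72, between no change and the value of the Y-linked genes, and of -0.26 with the replicate block and the offset. Loss of the Y chromosome cannot be told apart from a loss of transcripts of this kind on any chromosome, because the paralogs differ from the Y-linked genes in GC content and number only 4.

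The antisense gene Gm11670 (ENSMUSG00000086268, chromosome 11, 108939310 to 108942015, minus strand, GRCm38), chosen after its values were seen, rose with Axin2, by log2 fold changes of 4.81 in Rspo1-positive and 4.56 in Rspo1-negative against untreated cells. Its counts were 8.63% to 9.84% of those of Axin2 in the 6 Rspo1 libraries, and the ratio did not differ detectably between them (Fisher's exact test with 100000 simulated tables, p = 0.817). It shares 209 of its 511 exon bases with Axin2. The test covers counting error only, and a common regulation of both genes would hold the ratio constant too. Reads of Axin2 counted for both genes and a common regulation therefore cannot be told apart for Gm11670.

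The share of counts at an rRNA locus on chromosome 17 (Gm42418, CT010467.1 and AY036118) differed between libraries, from 0.499% to 20.9%. Its means were 2.54% ± 2.51 (SD, n = 3) in untreated, 7.03% ± 8.58 (SD, n = 3) in Rspo1-negative and 10.5% ± 10.2 (SD, n = 3) in Rspo1-positive libraries. Without the locus 895 genes differed in Rspo1-positive against untreated cells, beside 886 with it, and 4174 and 3779 genes in the other comparisons, beside 4141 and 3724. Trimmed scaling holds these counts almost constant by construction, so a shift of the values of other genes by this share stays open. No biological explanation was tested.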
